# A transcriptomic (RNA-seq) analysis of Drosophila melanogaster adult testes overexpressing microRNA-2b-1

**DOI:** 10.1016/j.dib.2022.108748

**Published:** 2022-11-13

**Authors:** Sharvin Manickam, Shallinie Thangadurai, Azali Azlan, Zarina Amin, Ghows Azzam, Mardani Abdul Halim

**Keywords:** RNA-seq, Transcriptomics, Drosophila melanogaster, Testicular bulging, Testes, miR-2b-1, miRNAs

## Abstract

MicroRNAs (miRNAs) are short non-coding single-stranded RNAs with approximately 22 nucleotides in length that negatively regulate the mRNA translation of a target gene. MiR-2b-1 belongs to the largest miR-2 family in *Drosophila melanogaster* with 8 members and this miRNA family is conserved in invertebrates. miRNAs play key roles in gene regulation, cell proliferation, cell death, cell differentiation and cell developmental homeostasis in multicellular organisms. Its role in various human diseases is continuously being studied. miRNAs also found out to be crucial in maintaining stem cell niche in *D. melanogaster* gonads. We have identified that ectopic overexpression of miR-2b-1 of *D. melanogaster* causes testicular bulging (a tumour like phenotype) in 3-5 days old adult flies. Hence, we have performed a transcriptomic (RNA-seq) analysis to understand the role of miR-2b-1 in the development, maintenance, and differentiation of *D. melanogaster* adult testis stem cells. Data are available from GEO (accession number GSE211399).

**Specifications Table**

**Table:** 

Subject	Omics: Transcriptomics
Specific subject area	Developmental biology, *Drosophila melanogaster* genetics
Type of data	RNA-Seq raw data Processed data containing genes and their expression levels
How the data were acquired	Total RNA was extracted from miR-2b-1 overexpressing adult bulged testes using Qiagen RNeasy Mini Kit. Sequencing performed using Illumina HiSeq^TM^ platform. Galaxy bioinformatics tool was used to analyze the data.
Data format	Raw: Fastq.gz Analyzed: tabular
Description of data collection	Total RNA was extracted from 3-5 days old adult fly control testes and testes with miR-2b-1 overexpression using Trizol and Qiagen RNeasy mini kit. These samples were sequenced, and transcriptome were analyzed.
Data source location	Institution: School of Biological Sciences, Universiti Sains Malaysia City/Town/Region: Gelugor Country: Malaysia Latitude and longitude (and GPS coordinates, if possible) for collected samples/data: 5.3557° N, 100.3012° E
Data accessibility	Repository name: Gene Expression Omnibus (GEO) Data identification number: GSE211399 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211399

**Value of the Data**

• Various studies have shown the role of miRNAs in the development and maintenance of stem cells in *Drosophila* testes. However, this data is the first to report the transcriptomic analysis of testicular bulging in *Drosophila melanogaster* upon an ectopic overexpression of a miRNA.
• This analysis could provide a comprehensive overview of the role of miR-2b-1 in the development of *D. melanogaster* testicular stem cell niche.
• This data could shed light on the crucial role of miRNAs in regulating the genes that are crucial for the stem cell development, maintenance, and differentiation.
• The identification of pathways that are regulated by the miR-2b-1, could assist a better understanding of the role of the largest miRNA family (miR-2) in the development of *D. melanogaster*.

## 1 Objective

This data was analyzed to look at the genes and biological processes that are differentially regulated in miR-2b-1 overexpressing bulged testes.

## 2 Data Description

Micro RNAs (miRNAs) are short, (approximately 22 nt long) non-coding RNAs that are endogenously regulates genes that are required for various developmental processes [1]. mir-2 is the largest miRNA family in *D. melanogaster* with 8 members; *mir-2a-1, mir-2a-2, mir-2b-1, mir-2b-2, mir-2c, mir-13a, mir-13b-1 and mir-13b-2* [2]. 

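The counts of the deposited files were joined to the Ensembl annotation of the BDGP6 assembly (release 115) by gene identifier. The gene mir-2b-1 (FBgn0262374) lies on chromosome 2L from 8258616 to 8258692 on the minus strand and overlaps exon sequence of Btk. The genes mir-2a-2 (19569490 to 19569561), mir-2a-1 (19569897 to 19569972) and mir-2b-2 (19570182 to 19570264) lie together on chromosome 2L, within the span of spi. The genes mir-13b-1 (15417408 to 15417475), mir-13a (15417542 to 15417616) and mir-2c (15417744 to 15417845) lie together on chromosome 3R, each overlapping exon sequence of lncRNA:CR45911. The gene mir-13b-2 lies on the X chromosome from 9091230 to 9091299, within the span of CCT2. In the testis libraries of the control and of miR-2b-1 overexpression, 0 counts were assigned to mir-2b-1 in each of the 6 libraries, and likewise 0 to mir-2c, mir-13a, mir-13b-1 and mir-13b-2. Over the 6 libraries together, mir-2a-1 had 9 counts, mir-2a-2 had 16 and mir-2b-2 had 4. A difference in the transcripts of these genes was therefore not detectable in these counts, and more depth was not shown to change this. The annotation of mir-2b-1 overlaps that of Btk, so reads from the locus could have been left unassigned or counted on Btk. Btk (FBgn0003502) had 9.76 ± 2.44 CPM (SD, n = 3) in the control and 11.6 ± 0.640 CPM (SD, n = 3) under overexpression, a log2 fold change of 0.25 (standard error 0.202, adjusted p = 0.657 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).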

In this study, we found that overexpression of miR-2b-1 alone is sufficient to cause testicular bulging phenotype in *D. melanogaster*. In order to understand the genes and/or pathways regulated by the miR-2b-1 for the observed phenotype, miR-2b-1 overexpressing 3-5 days old adult male flies were dissected to obtain the testes for RNA extraction and sequencing. RNA sequencing was performed using Illumina Hiseq platform. Six paired-end raw reads were generated, 3 for control (*act5C-GAL4>OreR*) and 3 for miR-2b-1 overexpression (*act5C-GAL4>UAS-miR-2b-1*) respectively. 

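RNA from pools of 90 to 100 testes of flies aged 3 to 5 days, raised from crosses at 28 °C, was sequenced from 3 control and 3 miR-2b-1 overexpression samples. The Act5C-GAL4 driver expresses the GAL4 activator broadly, and GAL4 switches on the UAS transgene. The control genotype is given here as a cross to OreR, while the fly husbandry section and the sample labels give w1118. The stock temperature is 25 °C in the paper and 28 °C in the labels. The authors aligned the reads, counted them per gene with featureCounts and deposited whole-number counts for the same genes in each sample, without normalization. The strand setting and the treatment of reads that map to several places are not stated in the paper's text, so the counts of overlapping genes and near-identical copies are uncertain. The total count on genes was 18047619, 20282355 and 18596374 in control replicates 1, 2 and 3, and 24689222, 21202512 and 27789620 in overexpression replicates 1, 2 and 3. Over all 15 pairs of libraries, the lowest chi-square per degree of freedom of their counts was 28.0, so no library was a second copy of another. CPM values were scaled by edgeR's TMM method. The targeted gene mir-2b-1 had no count in any library, so its counts could not be used to check the labels. The gene w (FBgn0003996, chromosome X, 2790599 to 2796466) had 24.4 ± 4.02 CPM (SD, n = 3) in the control and 43.3 ± 1.53 CPM (SD, n = 3) under overexpression, a log2 fold change of 0.83 (standard error 0.162, adjusted p = 0.00704 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of w from the same edgeR test was 0.0785 without control replicate 2 and 0.0689 without overexpression replicate 2. Because the groups differ in parental strain as well as in the transgene, the rise of w cannot be assigned to miR-2b-1. The libraries also differed within the groups. A list of accessory gland and ejaculatory duct genes, of which 27 passed edgeR's filterByExpr, took 1.07%, 0.0191% and 0.651% of the counts in control replicates 1, 2 and 3, and 0.0503%, 0.141% and 1.16% in overexpression replicates 1, 2 and 3. The first principal component of the log2 CPM values held 52.9% of the variance and did not separate the groups, and the second held 26.6% and did.

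**Figure D1:**
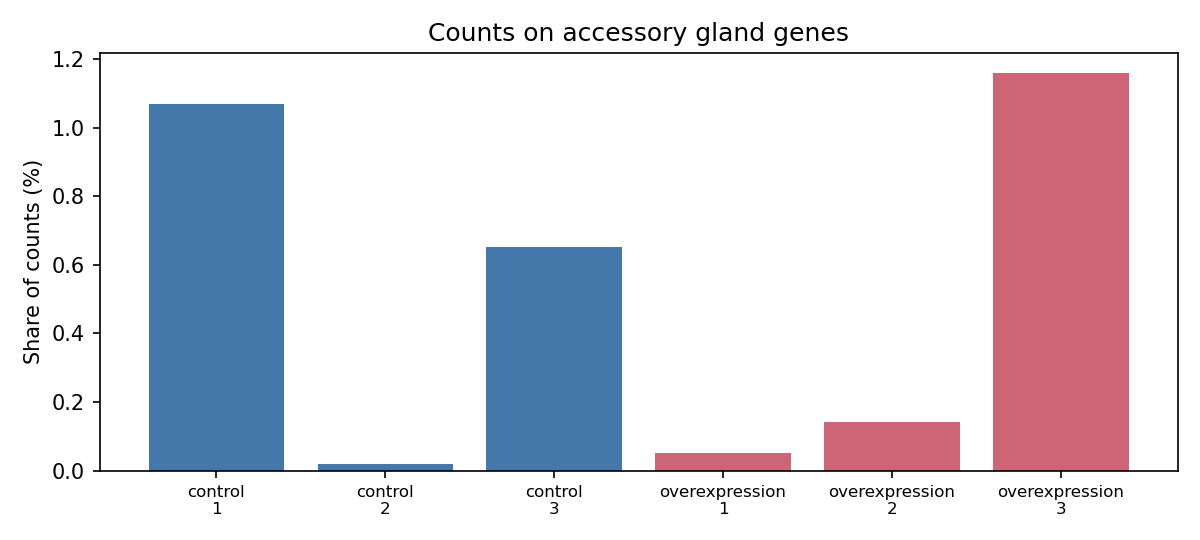
Share of all counts (%, vertical axis, from 0) on 27 accessory gland and ejaculatory duct genes in each of the 6 libraries (horizontal axis), 1 bar per library, blue for control and red for miR-2b-1 overexpression. Both groups hold libraries with high and low shares, from 0.0191% in control replicate 2 to 1.16% in overexpression replicate 3.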

The clean raw reads were mapped using RNA STAR and differential gene expression was performed using edgeR. Galaxy version 22.05 was used to perform these analyses. 

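All genes of the count files were tested between miR-2b-1 overexpression and control with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a filter on low counts. At an adjusted p under 0.05, 493 genes were called, of which 227 were higher and 266 lower under overexpression. A change of more than 2-fold was fitted for 311 of them. The same 493 genes have an adjusted p under 0.05 in the authors' deposited table. The setting was chosen from the paper's methods and Supplementary 1, so this match is no independent support for the calls. The call count was moved most, as a ratio, by leaving out overexpression replicate 2, which gave 205 genes, while leaving out overexpression replicate 3 gave 923. Counts were simulated from these libraries with 200 genes, drawn from those above a minimum mean count, changed by 2 on the log2 scale. The test called 182 of the changed genes and 31 unchanged ones. In the data, 119 of the 493 called genes changed by more than 2 on this scale. Recovery of smaller changes was not simulated. Among the genes with the lowest p that rose, Pp1-Y1 (FBgn0261399, chromosome Y, 9833 to 10786) had 0 counts in the 3 control libraries and 218 to 379 counts under overexpression, at least 69.1-fold higher against a floor of 3 counts. DIP-delta (FBgn0085420, chromosome 3L, 5424109 to 5442399) rose from 1.26 ± 0.478 CPM to 40.2 ± 4.80 CPM (SD, n = 3 each), a log2 fold change of 4.99 (standard error 0.251, edgeR adjusted p = 5.81e-09). The gene lncRNA:CR44615 (FBgn0265826, chromosome 2L, 9124032 to 9124500) rose by 6.93 on the log2 scale (standard error 0.348, edgeR adjusted p = 6.08e-08), and the pseudogene CR45879 (FBgn0267539, chromosome 3L, 10127504 to 10128618) by 3.30 (standard error 0.231, edgeR adjusted p = 9.24e-08). Among those that fell, CG43168 (FBgn0262787, chromosome 3L, 6275787 to 6277035) went from 80.7 ± 7.64 CPM to 2.24 ± 0.545 CPM (SD, n = 3 each), a log2 fold change of -5.17 (standard error 0.209, edgeR adjusted p = 1.69e-10). Hn (FBgn0001208, chromosome 3L, 7760453 to 7763166) had a log2 fold change of -5.35 (standard error 0.246, edgeR adjusted p = 5.70e-10), tpr (FBgn0034661, chromosome 2R, 21799330 to 21800904) one of -6.69 (standard error 0.311) and lncRNA:CR45410 (FBgn0266959, chromosome 3L, 7222717 to 7223898) one of -5.06 (standard error 0.263). These 8 genes stayed past the threshold in each of the 6 fits that left out one replicate. Their largest edgeR adjusted p in those fits was 0.000115. Parental strain and transgene differ between the same groups in every replicate. Such fits therefore cannot separate an effect of miR-2b-1 from a strain difference. The paper goes on to sort its called genes by Gene ontology terms.

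**Figure D2:**
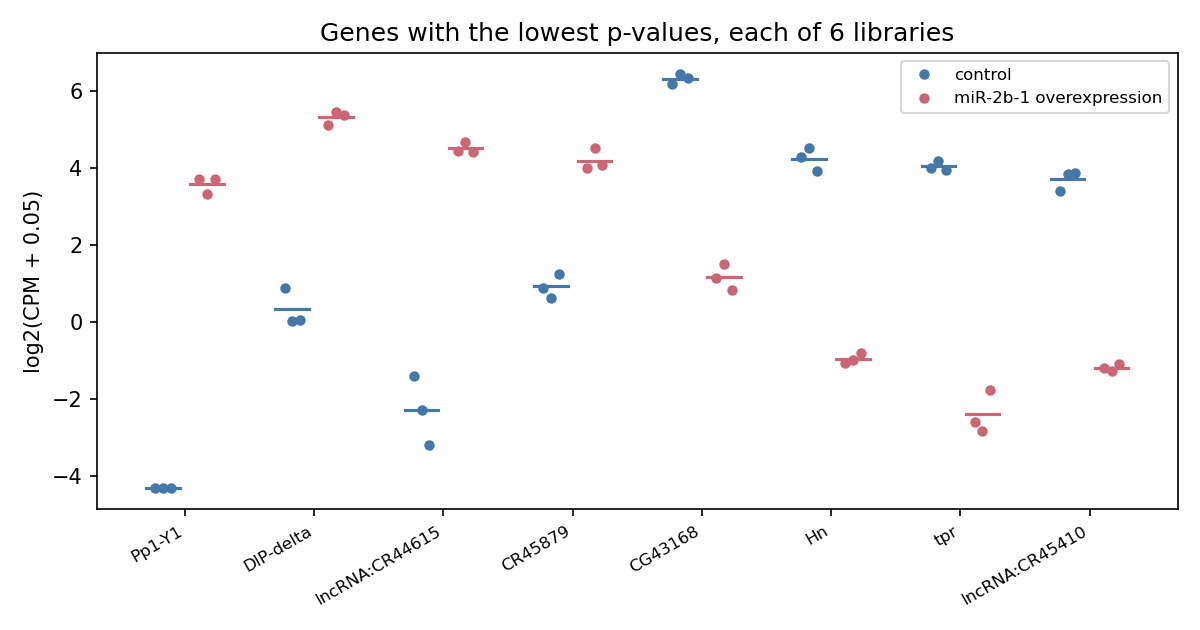
Expression as log2(CPM + 0.05) (vertical axis) of the 4 genes with the lowest p that rose and the 4 that fell (horizontal axis), 1 point per library and a line at the mean of 3, blue for control and red for miR-2b-1 overexpression. For each gene the 3 control points lie apart from the 3 overexpression points.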

Differentially expressed genes along with their respective fold change and expression levels as count per million (CPM) are listed in Supplementary 1. The significantly differentially expressed genes are then classified according to the Gene ontology (GO) terms and these data are presented in the Figs. 1, 2 and 3.

**Fig. 1:**
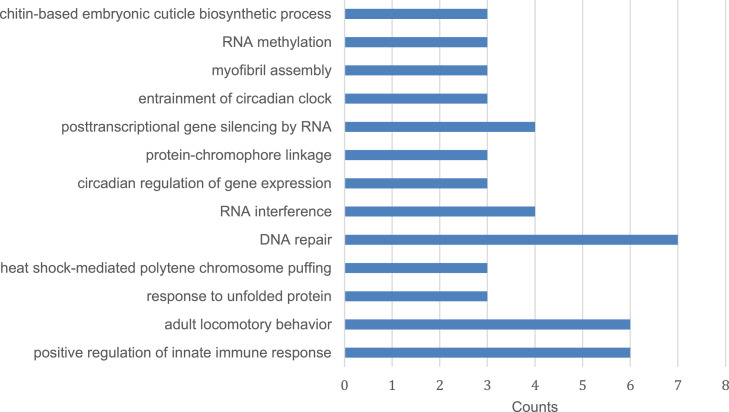
Enriched GO terms of biological processes for 439 differentially expressed genes. The highest gene count was observed under DNA repair category followed by adult locomotory behavior and positive regulation of innate immune response and post-transcriptional gene silencing by RNA and RNA interference round up the top 3 gene count. Significantly expressed gene counts (*P*-value<0.05) categorized under biological processes.

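The Gene ontology annotation behind these categories was not used here. Lists of genes by function, written by hand with Supplementary 1 in view and before the counts were seen, stand in for them and are not the same categories. Supplementary 1 lists the same 493 genes that were called here, so members were chosen with the calls visible. The counts of called members, including those adjusted over the list alone, are therefore no independent evidence and cannot show enrichment. Of 64 DNA repair genes that passed filterByExpr, 7 were called, and 14 were past the threshold adjusted over the list alone. Of the 7, 5 rose and 2 fell. Of the 64 members, called or not, 53 had a positive log2 fold change, with a list median of 0.33. Ssrp (FBgn0010278) rose by 1.16 on the log2 scale (standard error 0.221, edgeR adjusted p = 0.00965). The log2 fold change of phr6-4 (FBgn0016054) was -0.90 (standard error 0.160, edgeR adjusted p = 0.00335). Gen (FBgn0263831), whose span overlaps exon sequence of AlaRS-m, had one of -0.98 (standard error 0.219, edgeR adjusted p = 0.0195). Of 50 innate immunity genes, 4 were called, all higher, and 5 adjusted over the list alone. Fadd (FBgn0038928) rose by 1.37 (standard error 0.213, edgeR adjusted p = 0.000919). The gene imd (FBgn0013983), whose span overlaps exon sequence of Dp1 and GstE9, rose by 1.51 (standard error 0.241, edgeR adjusted p = 0.00183). Tep2 (FBgn0041182), which overlaps CG43235, rose by 0.72 (standard error 0.173, edgeR adjusted p = 0.0312). Among 46 RNA silencing genes, called or not, 38 had a positive log2 fold change, with a list median of 0.25. Of the 46, 3 were called, all higher, and 3 adjusted over the list alone. These were Dcr-1 (FBgn0039016), spn-E (FBgn0003483), which overlaps Pbp45, and Rm62 (FBgn0003261), with log2 fold changes of 1.06, 0.79 and 0.53 (standard errors 0.198, 0.186 and 0.137). Of 39 circadian and photoreception genes, 5 were called, and 8 adjusted over the list alone. This list shares 2 genes with DNA repair, phr and phr6-4, and 1 with muscle and myosin, ninaC, and each of these is among its 5 called genes. In it, cry (FBgn0025680) had a log2 fold change of -1.54 (standard error 0.234, edgeR adjusted p = 0.000732). The counts changed with the libraries used. Without overexpression replicate 2, 1 DNA repair gene and 2 circadian genes were called, and without control replicate 2, 0 RNA silencing genes. Of the genes with a fold change given here, phr6-4, Fadd, imd and cry were past the threshold in each fit that left out one replicate. The others lost it in at least one, with edgeR adjusted p up to 0.109 for Ssrp, 0.128 for Gen, 0.135 for Tep2, 0.0593 for Dcr-1, 0.205 for spn-E and 0.290 for Rm62.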

**Fig. 2:**
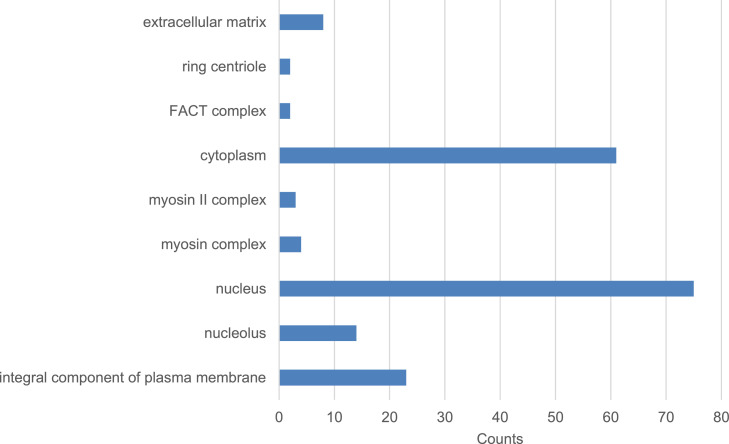
Enriched GO terms of cellular components for 439 differentially expressed genes. The top 3 of the highest gene count was observed under nucleus category followed by cytoplasm and integral component of plasma membrane. Significantly expressed gene counts (*P*-value<0.05) categorized under cellular components.

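Myosin and extracellular matrix terms are among the cellular components of Fig. 2. The lists for them were also written with the called genes in view. Of 44 muscle and myosin genes that passed the filter, 9 were called, and 17 adjusted over the list alone. Of the 9, 8 fell and 1 rose. TpnC47D (FBgn0010423) went from 14.4 ± 3.72 CPM to 4.43 ± 1.06 CPM (SD, n = 3 each), a log2 fold change of -1.70 (standard error 0.239, edgeR adjusted p = 0.000490). Mhc (FBgn0264695) had a log2 fold change of -0.93 (standard error 0.173, edgeR adjusted p = 0.00470) and ninaC (FBgn0002938) one of -1.88 (standard error 0.384, edgeR adjusted p = 0.00965). Without overexpression replicate 2, 1 gene of this list was called, and the edgeR adjusted p was 0.0860 for Mhc and 0.0973 for ninaC. Of 49 extracellular matrix genes, 6 were called, and 8 adjusted over the list alone. The gene sas (FBgn0002306), which overlaps an antisense RNA, rose by 0.89 (standard error 0.176, edgeR adjusted p = 0.00768), and neo (FBgn0039704) by 0.95 (standard error 0.211, edgeR adjusted p = 0.0182). Sb (FBgn0003319), which overlaps Mic26-27, had a log2 fold change of -1.80 (standard error 0.359, edgeR adjusted p = 0.00811). Without overexpression replicate 2, 0 genes of the extracellular matrix list were called, and the edgeR adjusted p was 0.0982 for Sb and 0.144 for neo. Without control replicate 2, that of sas was 0.0659.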

**Fig. 3:**
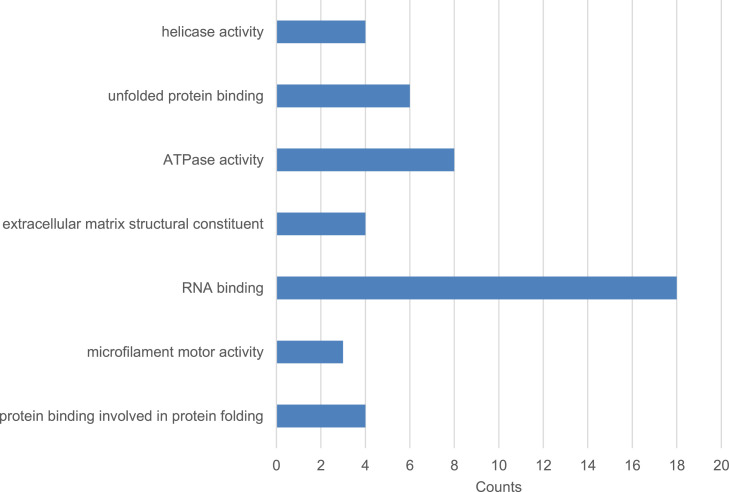
Enriched GO terms of molecular functions for 493 differentially expressed genes. Top 3 of the highest gene count was observed under RNA-binding process followed by ATPase activity and finally unfolded protein binding process. Significantly expressed gene counts (*P*-value<0.05) categorized under molecular functions.

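In a list written with the called genes in view, of 50 protein folding genes that passed the filter, 3 were called, and 3 adjusted over the list alone. Hsp70Ba (FBgn0013277), which belongs to a family of near-identical copies, had 10 to 44 counts in the control and 0 to 3 under overexpression, at least 8.57-fold lower. Without control replicate 1 this bound was 4.02-fold and the edgeR adjusted p of Hsp70Ba was 0.139. Cnx14D (FBgn0264077) rose by 0.65 on the log2 scale (standard error 0.159, edgeR adjusted p = 0.0339), and Pfdn2 (FBgn0010741), which overlaps Mocs1, by 0.73 (standard error 0.190, edgeR adjusted p = 0.0490). Without overexpression replicate 2, the edgeR adjusted p was 0.213 for Hsp70Ba and 0.275 for Pfdn2, and without control replicate 2 it was 0.214 for Cnx14D.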

## 3 Experimental Design, Materials and Methods

### 3.1 Fly husbandry

White (w1118) flies (BDSC#3605), UASp-miR-2b-1/TM3,Sb,Ser (BDSC#59852) and Act5C-GAL4/Cyo (BDSC#4414) were used in this study. Stock flies were maintained at 25˚C, 12 h light/dark cycle in a corn-based meal consists of 4% (w/v) corn starch, 5% (w/v) polenta, 10% (w/v) brown sugar, 0.7% (w/v) agar, 5% (w/v) yeast, 3% (v/v) nipagin and 0.5% (v/v) propionic acid. All crosses were made at 28˚C. F1s with genotype *act5C-GAL4>w1118* (control) and *act5C-GAL4>UAS-miR-2b-1* were collected upon eclosion and the testes of the adult flies aged between 3-5 days were dissected.

### 3.2 Total RNA extraction, library construction, and RNA-seq

Approximately 90-100 testes were pooled together for each replicate of RNA extraction using the combination of Trizol reagent (Invitrogen, USA) and RNeasy Mini Kit (Qiagen, Germany) as previously mentioned in Woo et al [3]. Total RNA was used for cDNA library construction following the protocol supplied with the Truseq™ RNA sample prep Kit (Illumina, San Diego, USA). Amplified cDNA fragments were sequenced by Illumina HiSeq^TM^ platform with 2 × 150bp. Raw data generated was trimmed and cleaned by removing low quality reads and removing the adaptor.

### 3.3 Differential expression analysis

Galaxy version 22.05 was used to perform differential gene expression [4]. Cleaned RNA-seq reads were aligned to the reference genome of *D. melanogaster* by using RNA STAR version 2.7.8a [2]. The genome file, Drosophila_melanogaster.BDGP6.87.gtf was downloaded from Ensembl. To measure gene expression counts featureCounts was used [3]. Differential gene expression was analyzed using edgeR [5]. FDR< 0.05 were set as the threshold for significantly differential expression genes.

### 3.4 GO classification and enrichment

DAVID online tool was used to identify significantly enriched GO terms (*P*-value<0.05) featuring biological process, cellular component, and molecular function [6].

## Ethics Statements

All animal handlings complied with guidelines set forth by the National Institutes of Health for the care and use of laboratory animals, and the protocol of this study followed the National Institutes of Health guide for the care and use of laboratory animals (NIH Publications No. 8023, revised 1978) and Guide for the Care and Use of Laboratory Animals: Table 4 8th Edition. Only adult male flies were used for data collection.

## CRediT authorship contribution statement

**Sharvin Manickam:** Conceptualization, Methodology, Software. **Shallinie Thangadurai:** Data curation, Writing – original draft. **Azali Azlan:** Conceptualization, Investigation, Software, Validation. **Zarina Amin:** Writing – review & editing, Resources. **Ghows Azzam:** Supervision, Writing – review & editing, Funding acquisition. **Mardani Abdul Halim:** Supervision, Resources, Writing – review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

RNA-seq analysis of Drosophila melanogaster adult testes overexpressing miR-2b-1 (Original Data) (NCBI).

How the deposited data were processed for this re-analysis (not part of the article)

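Testis RNA of 3 control and 3 miR-2b-1 overexpression samples was analysed. According to the paper, the authors trimmed the reads, aligned them with RNA STAR and counted them with featureCounts on an Ensembl annotation, and they deposited raw counts per gene. The authors' deposited table of the comparison holds log2 fold changes, log2 CPM means, F statistics as a score, and p-values from edgeR. A second series table with 6 columns of per-sample values was not used here. Rows that name no gene numbered 0.

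From the counts, all 17559 genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, robust prior, the older quasi-likelihood method, condition as the single term, Benjamini-Hochberg adjusted p under 0.05). This setting was chosen from the paper's methods and Supplementary 1 before the data were examined. The standard error of a log2 fold change was taken as its size divided by the square root of F. A gene with at most 3 counts in every library of a group was treated as at the floor, which covers counting error alone. Symbols and coordinates came from Ensembl release 115, while the authors counted on an older annotation of the same assembly, and 17253 genes had both a symbol and coordinates.

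The test was checked on simulated data, with dispersions taken from a fit to the libraries. The changed genes were drawn from those above a minimum mean count. With 200 of 17559 genes changed, 182 were called, together with 31 unchanged genes, which is 14.6% of the calls against the nominal 5% (threshold 0.05). With no gene changed, 36 of 17559 genes were called. With filterByExpr on the simulated counts, 181 changed and 23 unchanged genes were called.

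Lists of genes by function were tested with Fisher's exact test among the 12441 genes that passed filterByExpr, applied before TMM. The lists were written with Supplementary 1 in view, which holds the same 493 genes as the calls, so this test cannot show enrichment, and its p-values are not given. Lists of stem cell niche, spermatocyte and spermatid, accessory gland, fat body and proapoptotic genes were written at the same time for observation. The distribution of calls over chromosome arms was tested with 100000 draws and neighbouring calls with 10000 permutations within arms. The genes named were fixed by rule, namely the miR-2 family, w, the 4 lowest p that rose and fell without overlap between groups, and up to 3 called members of each list.

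The alternatives set before the data were examined were RLE and upper-quartile normalization, DESeq2 1.42.0, filterByExpr, at least 10 counts in every sample, the newer quasi-likelihood method, a prior that is not robust, a replicate block, each replicate left out in turn, an adjusted p under 0.01, a background of genes with at least 1 count and whole chromosomes in place of arms. Those added after the data had been seen were the accessory gland score as a covariate, protein-coding genes alone, filterByExpr after TMM and matching of list symbols through synonyms. A planned test of seed sites in 3 prime UTRs was left out because it needs a genome sequence, which was not used here.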

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

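Each test in this part was chosen after the result was seen. The paper does not discuss single genes outside the miR-2 family. Of the called genes, 16 had at most 3 counts in every control library and more than that in every overexpression library, and 18 showed the reverse.

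Pp1-Y1 reached 12.1 CPM under overexpression with 0 counts in the control. Fewer reads from the Y chromosome in the control libraries are argued against, since the other 20 Y genes that passed the filter had a median log2 fold change of -0.11 and 0 were called, with 2 at an unadjusted p under 0.05. A move of reads from the paralog Pp1-Y2 would need a log2 fold change of -0.457 in that gene. It was -0.128 (standard error 0.149), a gap of 2.21 standard errors, which argues against a move of all the reads from this copy and leaves other copies open. A Y chromosome of another parental strain and an effect of miR-2b-1 cannot be told apart, because strain and transgene differ between the same groups, and the 0 other Y genes called decide neither.

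The gene y, chosen after its values were seen, had 1.49 CPM under overexpression, at least 8.48-fold higher than in the control, where it had at most 1 count per library. Apart from the tests of Pp1-Y1 above, no technical or biological explanation was tested for the 16 genes, y among them.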

How the results depend on the processing

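The count of called genes was 493. It was 742 with DESeq2 (489 shared), 236 with a prior that is not robust (234 shared), 251 at an adjusted p under 0.01 and, with the accessory gland covariate chosen after seeing the data, 764. It ranged from 205 to 923 across the 6 fits that each left out one replicate, with 205 without overexpression replicate 2, 240 without overexpression replicate 1, 242 without control replicate 2 and 923 without overexpression replicate 3. Under the other alternatives set before it stayed within 1.5 times. The cause was not tested. Upper-quartile normalization gave 223 higher and 414 lower genes, where TMM gave 227 and 266.

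With the replicate block, 349 genes were called, 311 of them shared, 0 functional lists were past the threshold, and called neighbours numbered 18 (permutation p = 0.0292). The deviations of samples with the same number correlated at -0.58, 0.30 and 0.54 across genes. These deviations are taken from group means, so they are not independent, and their correlations differ in sign. They cannot decide whether the numbers pair the samples.

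The test of the 7 functional lists cannot show enrichment, because the lists were written with the called genes in view. The number of lists past its threshold was 4 with all samples and ranged from 0 to 2 across the fits without one replicate. It was 3 with RLE normalization and 4 with DESeq2, the wider background, the accessory gland covariate, filterByExpr after TMM and synonym matching. In the fits without one replicate, calls ranged from 1 to 13 in DNA repair, where 7 were called with all samples, from 1 to 17 in muscle and myosin (9), from 2 to 6 in circadian and photoreception (5), from 2 to 5 in innate immunity (4), from 0 to 6 in extracellular matrix (6), and from 0 to 7 in both RNA silencing (3) and protein folding (3). The cause was not tested.

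The share of X genes called stayed below that of the other arms under every alternative run, from 0.109% without overexpression replicate 2 to 4.46% without overexpression replicate 3 across the fits without one replicate, against 1.09% with all samples. Called neighbours numbered 27 and ranged from 8 to 81 across those fits. The permutation p was under 0.05 without control replicate 3 (30 pairs, p = 0.0362) and without overexpression replicate 2 (9 pairs, p = 0.0264). Among protein-coding genes alone, added after seeing the data, there were 9 pairs against 10.9 expected (permutation p = 0.681).

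For the 29 named genes followed over the alternatives, 0 of 430 values changed direction, 84 lost significance and 346 kept their side. In the fits without one replicate, 13 of the 29 stayed past the threshold in each and 16 lost it in at least one. The seed site test and its alternatives were not run.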

Differences from the paper's values

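The paper gives 439 differentially expressed genes in the legends of Fig. 1 and Fig. 2 and 493 in the legend of Fig. 3. The count here was 493, within 1.5 times of both. With filterByExpr it was 437. Supplementary 1 lists 493 genes, and all were called here. The setting was chosen with Supplementary 1 in view, so this match is no independent support.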

Other observations

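Each test in this part was chosen after the result was seen, apart from the arm and neighbour tests, which were set before. The gene lists were written before the counts were seen but with Supplementary 1, and so the called genes, in view. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many called genes as the real one, which is the real split itself. With 10 splits the share cannot fall under 0.1. The split that follows the accessory gland share, with control replicates 1 and 3 and overexpression replicate 3 on one side, gave 261 genes, and the other 8 gave 0.

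Accessory gland genes differed between libraries of one group. The 27 genes had a median log2 range of 5.93 over the 6 libraries. The median range of all genes that passed the filter was 0.721, which argues against library depth. All 27 genes were lowest in control replicate 2 and highest in overexpression replicate 3 within their groups, an order that 15.7% of all genes showed. None of the list's genes is in another list, but how many the testis itself expresses was not tested. A candidate explanation is accessory gland tissue carried along in some dissections. With the mean log2 CPM of the list as a covariate, chosen after seeing the data, 764 genes were called, including all 493. In the list itself 0 genes were called between the groups, with 0 at an unadjusted p under 0.05.

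Called genes were few on the X chromosome. Of 1840 X genes, 20 were called (1.09%), against 453 of 10380 on the other arms (4.36%; chi-square test over arms, permutation p = 1e-05, the smallest the draws can give). With calls shuffled within 10 bins of expression and gene type, 67.4 calls on X were expected, and within bins of dispersion and expression 76.1, which argues against lower expression, gene type or a larger replicate spread as the whole cause. Of calls with a log2 change above 2, 2 were on X against 14.7 expected. A candidate explanation is a difference in parental strain in which the groups share an X chromosome and not their autosomes. Called genes were followed by a called gene 27 times against 20 expected (permutation p = 0.138), which does not decide it. The direction of the crosses is not stated in the paper's text, so strain and miR-2b-1 cannot be told apart.

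Muscle and myosin genes were among the calls. The accessory gland genes took a mean of 0.58% of the counts in the control and 0.45% under overexpression. At the change in CPM per percent of this share found within the groups, the difference in share gives from -2.13% to 3.96% of the group difference for the 8 called genes of the list that fell, which argues against accessory gland tissue as the cause for these genes. For the 27 members that were lower and not called, the median was 5.38%, and 4 were above 50%. Myo28B1, the called gene that rose, is not covered by this test. Of the 44 list members, 35 had a negative log2 fold change, with a list median of -0.18. Among 12 muscle genes chosen after the data had been seen, the log2 fold change was -1.77 for Mlc1 and -1.51 for up. It was -0.93 for Mhc, -1.35 for Mlc2, -1.48 for Tm2, -1.35 for Act57B, -1.27 for Prm, -1.19 for Mf and -0.82 for bt. For the remaining genes it was 0.03 for sls (93.6 CPM in the control), -0.15 for Act87E (687 CPM) and -0.22 for Act79B. Mhc, Mlc1, Mlc2 and Mf were called, and the others of the 12 were not. Less muscle tissue in the overexpression dissections and a change in the muscle of the testis cannot be told apart, because both follow the groups.

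In the other lists, 1 of 41 stem cell niche genes was called, hop (FBgn0004864), which rose by 0.80 on the log2 scale (edgeR adjusted p = 0.0351, and 0.248 without overexpression replicate 1), with 6 at an unadjusted p under 0.05. Of 46 spermatocyte and spermatid genes 0 were called, with 10 at an unadjusted p under 0.05. Among these 46 genes, 13 had a positive log2 fold change, with a list median of -0.1. Of 19 fat body genes 0 were called, with 2 at that level and 2 past the threshold adjusted over the list alone. The median log2 fold change of the fat body list was -0.44, with 3 of 19 members positive. Of 2 proapoptotic genes 0 were called, with 0 at an unadjusted p under 0.05. Of the genes that passed the filter, 11.1% of noncoding and 3.06% of protein-coding genes were called.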
